A study of Homo sapiens with 24 samples. Its data were reported in "Human yolk sac-like haematopoiesis generates RUNX1-, GFI1- and/or GFI1B-dependent blood and SOX17-positive endothelium" (2020).

How the data were processed

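Bulk RNA was measured in embryoid bodies, the cell aggregates in which human embryonic stem cells are differentiated, made from derivatives of the H9 line. The parent line, SOX-RUNX, carries an mCHERRY reporter at SOX17 and a GFP reporter at RUNX1C. The other line, RUNX1-KO, was made from it by deleting part of the exon that encodes the DNA-binding domain of RUNX1. Cultures were left untreated or given an inhibitor of the histone demethylase LSD1 (LSDi) from day 2, and unsorted cells were collected at day 4 (d4) and day 6 (d6). The labels put the 24 libraries into 8 groups of 3 (line, LSDi and day), with replicate numbers that run from 1 to 3 in every group.

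The deposited table holds raw counts per gene, 1 column per library, with no normalisation. According to the study's methods the authors sequenced paired ends, aligned the reads with STAR in its 2-pass mode and counted uniquely mapped fragments per gene with featureCounts against a GENCODE annotation. The genome build is named unclearly there, so no coordinates are given here. Unique mapping leaves near-identical genes such as HBA1 and HBA2, or HBG1 and HBG2, uncertain, and no strand setting was stated, so antisense genes are uncertain as well. The table has 42977 gene rows, of which 9184 hold no count in any library. A spreadsheet had turned 28 gene names into dates, and 4 of these rows bear a name that is not unique. These names are printed as the table gives them. Every row was used in the library sizes.

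Library totals ran from 13795750 to 34747756 counts with a median of 15930616.5, and 5 libraries held at least 23399271 counts. Counting error is therefore small for all but low genes, and the spread between experiments limits the precision. Mitochondrial genes took 4.21 to 6.13% of the counts. In all 24 pairs of libraries of one group, counts differed by far more than sampling noise (chi-square per degree of freedom of at least 16.65), so every library was counted as a separate replicate.

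The comparisons followed the study's methods. Genes with at least 1 CPM (counts-per-million) in at least 3 libraries were kept, which left 17142 genes. Counts were scaled by TMM in edgeR 4.0.16 and tested with limma-voom in limma 3.58.1 under R 4.3.3, in 1 fit of all 24 libraries with a mean per group and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. There were 12 contrasts of 2 groups (LSDi against untreated, RUNX1-KO against SOX-RUNX, and d6 against d4) and 5 interactions, which test whether an effect itself differs between lines or days. Standard errors (SE) are those of the moderated fit. Group values are mean CPM ± SD over 3 libraries. Contrasts were linear in the fitted means, so contrasts that share a group share its chance values.

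The replicate numbers of the titles were checked for pairing by correlating each library's deviations from its group mean across genes. Libraries of 1 day with the same number deviated together (r from 0.27 to 0.86, median 0.55). Across days, libraries with the same number gave r from -0.047 to 0.39 (median 0.19), against a median of -0.069 for libraries with other numbers. The numbers therefore pair libraries clearly within a day and at most weakly between days. The median residual SD of log2 CPM fell from 0.308 with no block to 0.203 with a block of number within day, and was 0.256 with a block of number shared by both days. The fit without a block stayed the main one because the study's methods name none, and the value with the block within day is given beside it where it changes a call or moves a count by over 1.5 times. For contrasts between days the block by number is given as an alternative only.

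Named genes were chosen by a rule: the genes of 4 lists the study named on these libraries (blood transcription factors, blood surface genes, globins, and the blood genes it singled out among those changed in RUNX1-KO at d6, only part of the genes it counted there), RUNX1, SOX17 and CD34, and in each LSDi and line contrast up to 3 genes with the highest and up to 3 with the lowest log2 fold change among those called, changed the same way in all 3 same-numbered pairs, with a mean of at least 100 counts in the higher group. Other genes named in the text were chosen after their values were seen, and the text says so. Not every gene that the rule covers is reported here. HBG1, HBM and RGS18, with 54, 188 and 145 counts in all libraries together, were below the filter and were not tested.

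In total 13 gene lists were tested with camera at its preset correlation of 0.01: the 4 lists above, endothelial and primitive streak genes that the study named from other libraries, erythroid, megakaryocyte, myeloid, neuronal and cell cycle genes from general knowledge, and the HOXA and HOXB genes. The adjustment ran over all 221 list and contrast tests. Globin ratios at d6 used counts per kilobase and a two-sided exact permutation test of the ratio. Correlations of effects were taken across genes, which are not independent replicates, and were set against 100 simulations of unchanged groups that kept any shared libraries and drew libraries independently.

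The contrasts, tests, gene lists, naming rule and most alternatives were chosen before the data were examined. Those alternatives were edgeR's quasi-likelihood test, the DESeq2 1.42.0 Wald test, voom with quality weights, other scalings (DESeq2 size factors, upper quartile, library size only, TMM without the globin genes, under which list directions were also checked), other filters (none, 10 CPM, filterByExpr), stricter thresholds (an adjusted p under 0.01, or an absolute log2 fold change of at least 1), a fit of only the groups compared, the replicate blocks, fry and an estimated correlation for lists, and leaving out each library in turn. Chosen after the data were seen were the block within day for the interactions with day, the block within day in camera, in fry and with an estimated correlation (the block by number for the contrasts between days), and the RUNX1-KO effect of the other day. Gene positions, used only to find neighbours and chromosomes, came from a GRCh38 annotation by symbol, with 88.8% of the tested genes matched.

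The fits were tested on simulated data with known answers, with counts drawn for the same 17142 genes, 200 of which were changed. Without simulated differences between experiments the main test recovered 97% of the changed genes with 14 false calls. With such differences it recovered 34.5% with no block, 58% with a block by number and 94% with a block within day. False calls numbered 1, 2 and 21 in the same order. The 21, beside 188 changed genes recovered, are a larger share of the calls than the adjusted p threshold is meant to allow. Recovery with a block depends on how far same-numbered libraries share the simulated differences. In the real libraries of a day this sharing was partial (r from 0.27 to 0.86, median 0.55), so the recovery need not hold there. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.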

Results

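RNA was counted in unsorted embryoid bodies of the SOX-RUNX and RUNX1-KO lines, untreated or given LSDi, at d4 and d6. Each of the 8 groups held 3 libraries. Library totals ran from 13795750 to 34747756 counts. The deepest were replicate 1 of d4 SOX-RUNX (34747756), replicate 1 of d4 SOX-RUNX with LSDi (31006818), replicate 3 of d6 RUNX1-KO with LSDi (29231668), replicate 1 of d6 RUNX1-KO (27517118) and replicate 2 of d6 SOX-RUNX with LSDi (23399271). Every other library held between 13795750 and 16712443 counts. The most abundant gene of each library was MT-CO1 or COL3A1 and took at most 2.02% of its counts.

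In a multidimensional scaling plot of log2 CPM the first dimension held 41.5% of the variance. Libraries of d6 lay above 0 on it in all cases and those of d4 lay below 0, apart from replicate 1 of untreated SOX-RUNX and RUNX1-KO at d4, which stood at 0.463 and 0.298. The second dimension held 18.2%, and in each line, day and replicate the LSDi library had the lower value. At d4 each library lay nearest to the same-numbered library of the other line with the same treatment. At d6 this did not hold for every library: replicate 1 of untreated SOX-RUNX lay nearer replicate 3 than replicate 1 of RUNX1-KO, and replicate 3 of RUNX1-KO with LSDi lay nearer replicate 1 than replicate 3 of SOX-RUNX with LSDi.

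**Figure D1:**
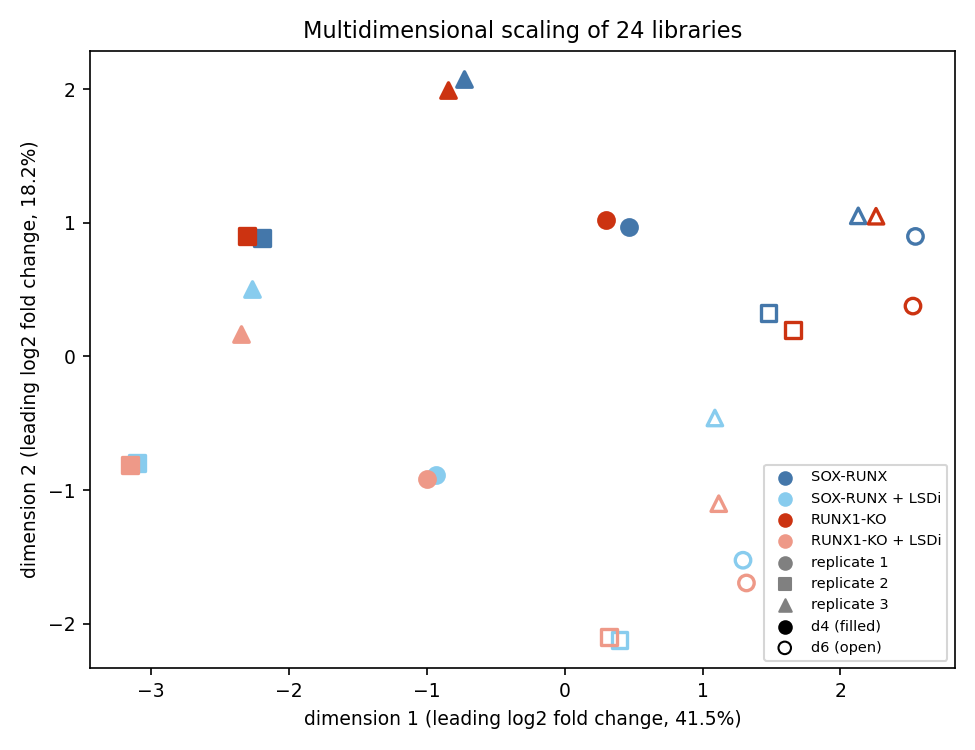
Multidimensional scaling of log2 CPM, with dimension 1 (41.5% of the variance) on the horizontal axis and dimension 2 (18.2%) on the vertical axis, 1 marker per library, filled at d4 and open at d6. Untreated d4 libraries of replicate 1 lie above 0 on the first dimension, at 0.463 for SOX-RUNX and 0.298 for RUNX1-KO.

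RUNX1, the gene edited in RUNX1-KO, was examined first in every library. The edit removes part of an exon and the counts are summed over the gene, so RUNX1 counts in RUNX1-KO do not measure intact transcript. At d4, RUNX1 stood at 81.2, 28.5 and 28.7 CPM in replicates 1 to 3 of SOX-RUNX and at 57.7, 16.9 and 27.3 CPM in those of RUNX1-KO. With LSDi at d4 the values were 30.4, 8.54 and 14.3 CPM in SOX-RUNX and 9.68, 5.35 and 8.23 CPM in RUNX1-KO. At d6 they were 91.7, 222 and 27.3 CPM in SOX-RUNX and 39.9, 151 and 15.5 CPM in RUNX1-KO. With LSDi at d6 they were 23.9, 23.4 and 15.3 CPM in SOX-RUNX and 6.22, 9.57 and 6.04 CPM in RUNX1-KO. RUNX1 was lower in RUNX1-KO than in the same-numbered SOX-RUNX library in 12 of 12 pairs. The log2 fold change was -0.51 (SE 0.76) and -0.88 (SE 0.70) in untreated cells at d4 and d6, and -1.19 (SE 1.10) and -1.59 (SE 1.05) with LSDi, and none was called by limma-voom (adjusted p of 1 each, and from 0.504 to 1 with the block within day). Without replicate 1 of d4 SOX-RUNX the untreated d4 value changed sign to 0.06. The untreated d6 value ran from -1.68 to -0.11 over the alternatives. With LSDi the values ran from -1.56 to -0.56 at d4 and from -1.77 to -1.33 at d6.

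RUNX1-KO was compared with SOX-RUNX in 4 settings to ask which genes change when RUNX1 is disrupted. In each setting 1 gene of 17142 was called, H19, which was lower in RUNX1-KO. At an unadjusted p under 0.05 there were 65 genes in untreated cells at d4, 328 at d6, and 40 and 75 with LSDi at d4 and d6. In untreated cells at d6 the alternative that moved the count most was the block within day, with 62 genes, 33 higher and 29 lower, and without replicate 3 of d6 SOX-RUNX 12 were called. With LSDi the largest counts were 4 at d4 from the DESeq2 Wald test and 6 at d6 from voom with quality weights. The block within day gave 3 genes in untreated cells at d4 (H19, SLC30A8 and CTD-3018O17.3), 5 with LSDi at d6 (H19, SLC30A8, KCNK17, LPL and ZNF439) and 1 with LSDi at d4 (H19), of which those other than H19 are named after their values were seen.

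H19, an imprinted gene whose RNA is not translated, stood at 2200 ± 756 CPM in untreated SOX-RUNX at d4 and 11.1 ± 2.71 CPM in RUNX1-KO (SD, n = 3 each), a log2 fold change of -7.61 (SE 0.56, limma-voom adjusted p 6.66e-07). The means were 1740 ± 622 and 7.28 ± 0.644 CPM at d6, with a log2 fold change of -7.81 (SE 0.59, limma-voom adjusted p 1.1e-06). With LSDi the log2 fold changes were -6.62 at d4 (SE 0.60, limma-voom adjusted p 2.23e-05) and -7.23 at d6 (SE 0.53, limma-voom adjusted p 6.57e-07). H19 was lower in 12 of 12 pairs, with 3.24 to 13.3 CPM across RUNX1-KO libraries and 331 to 3070 CPM across SOX-RUNX libraries. In a fit of only the 6 libraries compared it was not called with LSDi at d4 (log2 fold change -6.61, adjusted p 1). Chosen after its values were seen, the neighbouring imprinted gene IGF2 had log2 fold changes of 0.71 and 0.89 in untreated cells at d4 and d6 and of 0.94 and 0.90 with LSDi. It was higher in RUNX1-KO in 12 of 12 pairs and was not called by limma-voom with or without the block (adjusted p of at least 0.503). SLC30A8, also chosen afterwards, had log2 fold changes of 1.77, 1.67, 1.44 and 1.75 in the same order and was higher in 3 of 3 pairs each time. It was called by limma-voom with the block within day in untreated cells at d4 (adjusted p 0.00375 against 0.187 without), at d6 (0.00101 against 0.125) and with LSDi at d6 (0.00246 against 0.0613).

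**Figure D2:**
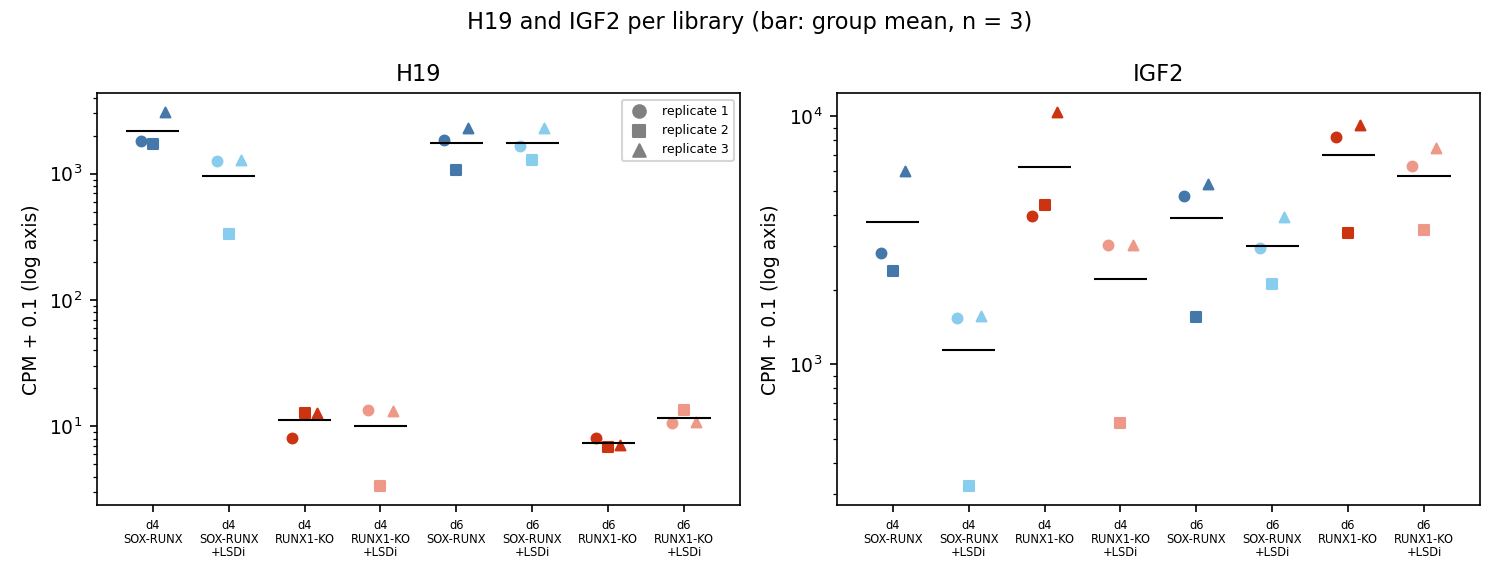
H19 and IGF2 in CPM (log axis, with 0.1 added) in the 8 groups, with markers for replicates and a bar at each group mean. H19 runs from 331 to 3070 CPM in SOX-RUNX libraries and from 3.24 to 13.3 CPM in RUNX1-KO libraries.

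Untreated cells at d6 were the setting in which the study listed genes that changed in RUNX1-KO and singled out some of them as genes of blood lineages. Of 7 genes so singled out and tested here, 0 were called over all genes, 7 when adjusted over the list alone and 7 over all genes with the block within day, and since the list was chosen on these libraries the second count is not independent evidence. PLEK had the lowest adjusted p of these genes without a block, at a log2 fold change of -3.84 (SE 0.79, limma-voom adjusted p 0.392, or 0.00113 with the block). HDC was at 0.448 ± 0.422 CPM in RUNX1-KO and 11.1 ± 5.99 CPM in SOX-RUNX, a log2 fold change of -5.01 (SE 1.26, limma-voom adjusted p 0.804, or 0.00463 with the block). GCSAML and TSPAN33 had log2 fold changes of -3.97 and -1.75 (limma-voom adjusted p 0.00373 and 0.0169 with the block). In the other direction, SLC4A1 was at 23.1 ± 17.7 CPM in RUNX1-KO and 2.4 ± 2.35 CPM in SOX-RUNX, a log2 fold change of 3.33 (SE 0.94, limma-voom adjusted p 1, or 0.000434 with the block). HBA2 and HEMGN rose by 3.57 and 2.82 (limma-voom adjusted p 0.000595 each with the block). Each of these genes moved the same way in 3 of 3 pairs. HBA2 shares reads with HBA1, so its own value is uncertain. KCNK17, chosen after its values were seen, fell by 2.27 on the log2 scale and was lower in 3 of 3 pairs (limma-voom adjusted p 1, or 0.00145 with the block).

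The globin genes were examined in the same comparison. Of 8 tested, 0 were called over all genes, 2 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries, and 4 with the block within day. The median log2 fold change was 1.31 and 7 of 8 were higher. HBE1 stood at 1720 ± 1200 CPM in RUNX1-KO and 512 ± 476 CPM in SOX-RUNX, with a log2 fold change of 2.01 (SE 1.13, limma-voom adjusted p 1, or 0.00374 with the block). HBA1 had 2.21 (SE 0.70, limma-voom adjusted p 1, or 0.0214 with the block). HBD went the other way, at -1.32 (SE 0.62, limma-voom adjusted p 1, or 0.0179 with the block). HBZ (1.53, SE 0.77) and HBG2 (0.51, SE 0.75) were not called by limma-voom with the block (adjusted p 0.0925 and 0.675), and HBG2 changed sign to -0.26 without replicate 3 of d6 SOX-RUNX. These 5 genes moved the same way in 3 of 3 pairs. CD36, a blood surface gene, had a log2 fold change of 1.73, was higher in 3 of 3 pairs and was called with the block alone (limma-voom adjusted p 0.0205).

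**Figure D3:**
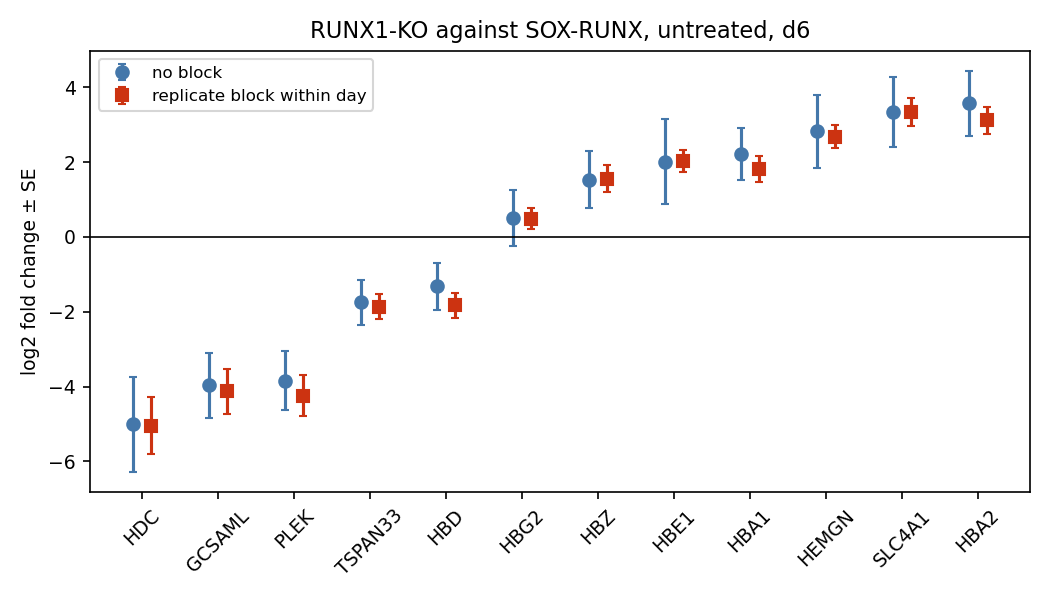
Log2 fold change of 12 genes in RUNX1-KO against SOX-RUNX, untreated, d6, on the vertical axis, with the SE as error bars, from the fit with no block and the fit with a block within day. HDC lies lowest at -5.01 and HBA2 highest at 3.57 without a block, and the directions are the same in both fits.

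Whether RUNX1-KO favoured the embryonic globin chains was examined through ratios of counts per kilobase at d6. HBE1 over the sum of HBG1 and HBG2 was 5.94 ± 0.615 in untreated SOX-RUNX and 17 ± 3.58 in RUNX1-KO (SD, n = 3 each), a ratio 2.85 times higher, in 3 of 3 pairs, with a two-sided exact permutation p of 0.1. HBZ over the sum of HBA1 and HBA2 was 40.6 ± 11.8 and 16.1 ± 3.67, or 0.397 times the SOX-RUNX ratio, lower in 3 of 3 pairs, with a two-sided exact permutation p of 0.1. With 3 libraries against 3 no smaller p than 0.1 can be reached. In these libraries the embryonic chain was thus a larger share in RUNX1-KO at the beta-like genes and a smaller share at the alpha-like genes. The alpha-like ratio rests on few counts. In untreated SOX-RUNX, HBA1 and HBA2 held 23 and 9 counts in replicate 2 and 6 and 10 in replicate 3. By PCR in older cultures of another format, the study reported both ratios as higher in RUNX1-KO. The alternative that moved a ratio most was HBA2 alone as denominator, which gave 0.246 in place of 0.397.

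LSDi was compared with no treatment in each line and day, to ask what the inhibitor changes and whether it does so alike with and without RUNX1. In SOX-RUNX, 398 genes were called at d4, 341 higher and 57 lower, and 398 at d6, 304 higher and 94 lower. In RUNX1-KO, 286 genes were called at d4, 250 higher and 36 lower, and 544 at d6, 398 higher and 146 lower. At d4 these counts moved most in a fit of only the groups compared, which called 2 genes in SOX-RUNX and 3 in RUNX1-KO. At d6 they moved most with the block within day in SOX-RUNX, to 3411, and with quality weights in RUNX1-KO, to 4391. With the block within day the totals were 3389 and 3411 in SOX-RUNX and 2802 and 3905 in RUNX1-KO. The share of called genes that were higher was 85.7, 76.4, 87.4 and 73.2% in the order given, against 61.7, 59.4, 63.7 and 56.3% with that block. Leaving out 1 library lowered the counts by over 1.5 times in some fits: to 180 in SOX-RUNX at d4 without untreated replicate 3, to 130 at d6 without LSDi replicate 2, to 90 in RUNX1-KO at d4 without untreated replicate 3 and to 214 at d6 without untreated replicate 1.

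**Figure D4:**
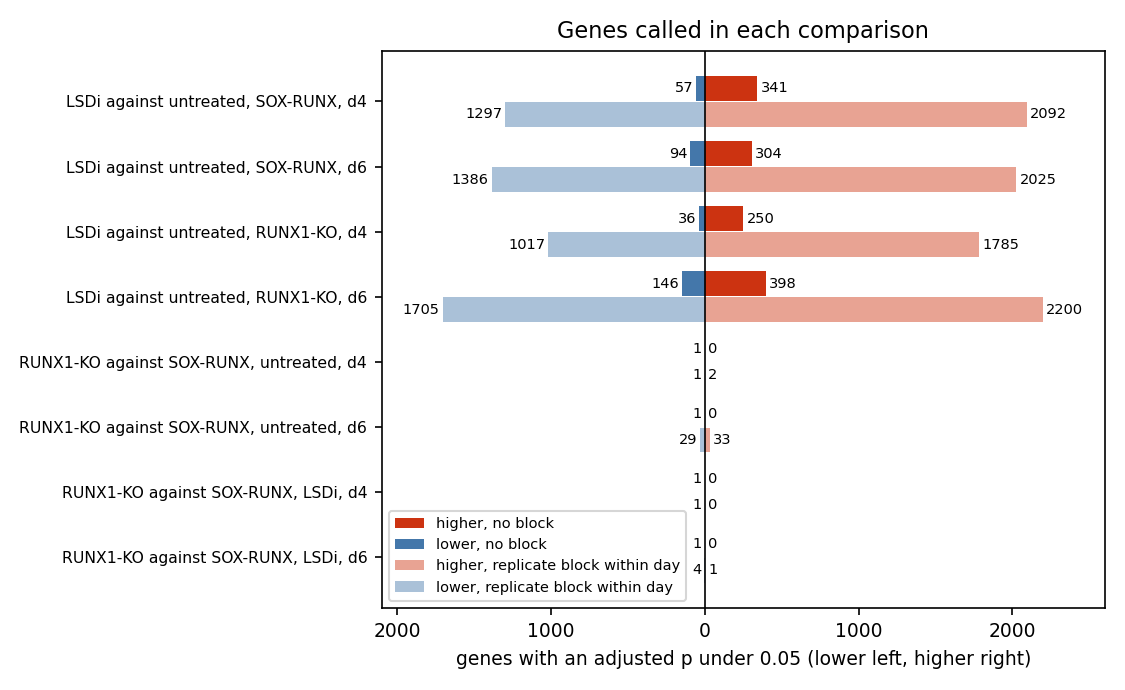
Genes called as higher or lower in the 4 LSDi contrasts and the 4 contrasts of the lines, as horizontal bars of gene counts, with no block and with a block within day. LSDi gave 286 to 544 genes with no block and 2802 to 3905 with it, and the lines differed by 1 gene in each setting with no block and by 1 to 62 with it.

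A set of 129 genes was called in all 4 LSDi contrasts, 117 higher and 12 lower. APCDD1L rose by 4.51 on the log2 scale in SOX-RUNX at d4 (SE 0.47, limma-voom adjusted p 2.61e-05), from 2.17 ± 1.58 to 42.1 ± 13 CPM. Its log2 fold change was 5.54 in SOX-RUNX at d6, 4.21 in RUNX1-KO at d4 and 4.70 in RUNX1-KO at d6 (limma-voom adjusted p 0.000802, 6.92e-05 and 2e-04). KIF1A rose from 4.08 ± 1.93 to 159 ± 86.5 CPM in SOX-RUNX at d4, a log2 fold change of 5.28 (SE 0.62, limma-voom adjusted p 8.01e-05), and by 5.15, 4.81 and 5.19 in the other 3 contrasts. The gene that the table gives as Sep-05, a name damaged by a spreadsheet, changed by -1.75, -1.64, -1.96 and -1.65 on the log2 scale (SE 0.18 to 0.20, limma-voom adjusted p of at most 0.000246). Each of these genes moved the same way in 3 of 3 pairs in all 4 contrasts. PRPH rose by 3.29 in SOX-RUNX and 3.45 in RUNX1-KO at d4, and by 5.04 and 5.41 at d6, in 3 of 3 pairs each, and was not called in RUNX1-KO at d4 (limma-voom adjusted p 0.0694, or 0.00216 with the block). SCN3A was lower, at -2.94 and -3.23 at d4 and -1.74 and -1.94 at d6, in 3 of 3 pairs each, and was not called in SOX-RUNX at d6 (limma-voom adjusted p 0.102, or 0.000121 with the block).

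At d4, MS4A4A had log2 fold changes of -3.63 in SOX-RUNX and -4.27 in RUNX1-KO (limma-voom adjusted p 0.0349 and 0.031), and TBX18 of -2.89 and -2.63 (limma-voom adjusted p 0.0453 and 0.0908, the second 0.000271 with the block). APCDD1L-AS1 rose by 5.63 and 5.21 (limma-voom adjusted p 0.0104 and 0.0207). It lies antisense to a gene, and the counting was not stated to use strand, so its value is uncertain. All 3 moved the same way in 3 of 3 pairs in both lines. CD34 was lower, at -0.93 and -0.98, in 3 of 3 pairs and was called with the block alone (limma-voom adjusted p 0.0025 and 0.00385). Its value ran from -1.91 to -0.36 in SOX-RUNX and from -1.87 to -0.24 in RUNX1-KO over the alternatives. SOX17 rose by 1.15 in SOX-RUNX, in 2 of 3 pairs, and by 2.07 in RUNX1-KO, in 3 of 3, and was called with the block within day and not in the fit with no block (limma-voom adjusted p 0.00653 and 0.00239). Of the primitive streak genes, 3 were chosen after their values were seen. T (brachyury) rose by 4.59 in SOX-RUNX and 4.84 in RUNX1-KO with SEs of 1.82 and 2.00, in 3 of 3 pairs each (limma-voom adjusted p 0.252 and 0.315, or 2.86e-07 and 3.59e-07 with the block). EOMES rose by 2.04 and 1.19 in 3 of 3 pairs each (limma-voom adjusted p 2.94e-05 and 0.000463 with the block), but only by 0.48 in SOX-RUNX without untreated replicate 1 and by 0 in RUNX1-KO without LSDi replicate 2. MIXL1 rose by 1.24 and 1.12 in 3 of 3 pairs each, was called with the block (limma-voom adjusted p 0.002 and 0.0035), and its value turned to -0.47 without SOX-RUNX replicate 1 and to -0.02 without RUNX1-KO replicate 1, both untreated.

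RUNX1 was lower with LSDi in 3 of 3 pairs of each line and day, with log2 fold changes of -1.31 in SOX-RUNX and -1.99 in RUNX1-KO at d4 and of -1.97 and -2.68 at d6. It was called with the block within day in each contrast (limma-voom adjusted p 0.0115, 0.00291, 0.000289 and 0.000207) and in none in the fit with no block (0.536, 0.473, 0.221 and 0.164). At d6 the DESeq2 Wald test and voom with quality weights, without a block, called it in both lines.

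Blood genes were lower with LSDi at d6, and transcription factors and globins among them were lower at d4 too. At d4 the 6 blood transcription factors of the study had median log2 fold changes of -1.11 in SOX-RUNX and -1.52 in RUNX1-KO. Of these, 0 were called over all genes and 3 in each line with the block within day. All 8 globins were lower at d4, 0 called over all genes and 4 and 3 with the block, though 5 had few counts. At d6 the 6 transcription factors were lower in both lines, with a median log2 fold change of -2.38 in SOX-RUNX and -2.61 in RUNX1-KO. Over all genes 0 and 1 of them were called, 4 and 3 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries, and 5 and 6 with the block within day. KLF1 had log2 fold changes of -3.79 in SOX-RUNX (limma-voom adjusted p 0.0522, or 4.26e-07 with the block) and -4.27 in RUNX1-KO (limma-voom adjusted p 0.0266), lower in 3 of 3 pairs each. GATA1 had -3.69 and -3.93, NFE2 -2.17 and -2.90 and SPI1 -2.58 and -2.32, lower in 3 of 3 pairs each, and these were called with the block within day and not in the fit with no block (limma-voom adjusted p of at most 0.00182 with it), though other alternatives without a block, such as the DESeq2 Wald test, called them too, as did the fit without untreated replicate 3 for all 3 in SOX-RUNX and the corresponding fit for NFE2 in RUNX1-KO. GFI1B had -0.99 in SOX-RUNX, lower in 2 of 3 pairs, and -2.14 in RUNX1-KO, lower in 3 of 3 (limma-voom adjusted p 0.0154 and 0.00204 with the block). Over the alternatives GFI1B ran from -2.13 to -0.15 in SOX-RUNX and from -2.67 to -1.78 in RUNX1-KO. GFI1 had -1.04 and -1.84, lower in 2 of 3 pairs each (limma-voom adjusted p 0.0666 and 0.0384 with the block), and in SOX-RUNX it turned to 0.07 without untreated replicate 2.

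The 5 blood surface genes had medians of -3 in SOX-RUNX and -4.03 in RUNX1-KO, with 0 and 2 called over all genes, 4 and 4 when adjusted over the list alone, which is again not independent evidence, and 5 and 5 with the block. ITGA2B had log2 fold changes of -3 and -2.92 and SPN of -1.68 and -1.28, lower in 3 of 3 pairs each, and they were called with the block within day and not in the fit with no block (limma-voom adjusted p of at most 0.0187 with it). Without a block, the DESeq2 Wald test called ITGA2B in both lines and SPN in SOX-RUNX, and the fit without untreated replicate 3 called both in SOX-RUNX. CD36 had -2.63 in SOX-RUNX (limma-voom adjusted p 0.254, or 0.000441 with the block) and -4.03 in RUNX1-KO (limma-voom adjusted p 0.0161), in 3 of 3 pairs each. Of the 8 globin genes, 3 in SOX-RUNX and 7 in RUNX1-KO were called over all genes, 7 and 8 when adjusted over the list alone, not independent evidence either, and 8 and 8 with the block. Their medians were -5.18 and -6.46. HBE1 fell from 512 ± 476 to 12.7 ± 14.8 CPM in SOX-RUNX (log2 fold change -5.56, limma-voom adjusted p 0.0748, or 1.33e-07 with the block) and from 1720 ± 1200 to 23.3 ± 26.3 CPM in RUNX1-KO (-6.82, limma-voom adjusted p 0.00732). HBZ had log2 fold changes of -6.81 (limma-voom adjusted p 0.0748, or 6.76e-05 with the block) and -7.31 (0.0122). HBG2, uncertain because it resembles HBG1, had -5.56 (limma-voom adjusted p 0.0383) and -6.85 (0.0148). These 3 globins were lower in 3 of 3 pairs of both lines.

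Outside the globins, MYC had log2 fold changes of -2.92 in SOX-RUNX (limma-voom adjusted p 0.00951) and -2.07 in RUNX1-KO (limma-voom adjusted p 0.0594, or 0.0146 with the block). FGF19 rose by 6.39 in SOX-RUNX (limma-voom adjusted p 0.0591, or 0.00259 with the block) and by 6.03 in RUNX1-KO (limma-voom adjusted p 0.0212). CA1 fell by 5.52 in RUNX1-KO (limma-voom adjusted p 0.0195). Of the blood genes the study singled out for RUNX1-KO at d6, LSDi gave log2 fold changes of -2.79 for PLEK, -2.79 for GCSAML and -4.20 for HDC in SOX-RUNX (limma-voom adjusted p 0.0278, 0.0451 and 0.0675, the last 0.00037 with the block). All of these held in 3 of 3 pairs. Over that list of 7 genes, 2 were called in SOX-RUNX and 4 in RUNX1-KO over all genes, and 3 and 4 when adjusted over the list alone, which is not independent evidence. With the block within day 6 were called in SOX-RUNX and 4 in RUNX1-KO. In SOX-RUNX 6 of 7 were lower, and in RUNX1-KO 3 of 7.

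**Figure D5:**
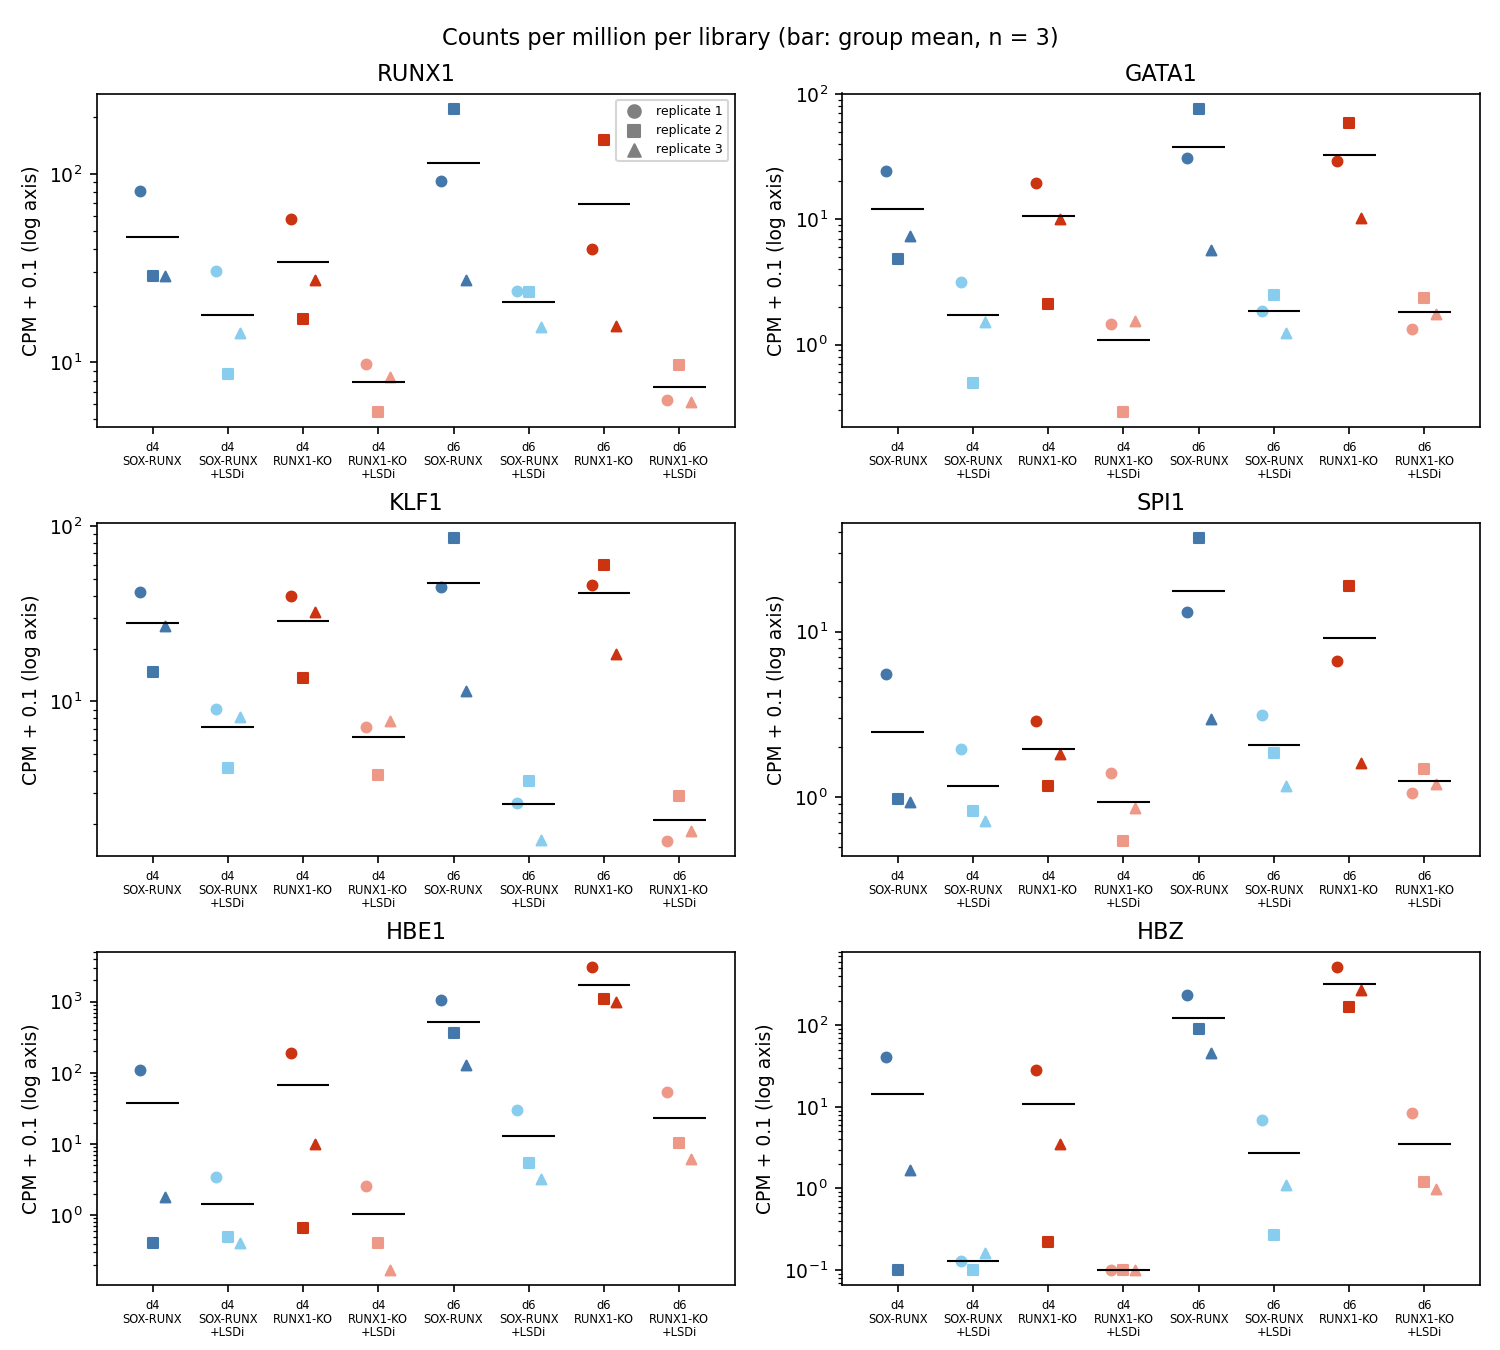
RUNX1, GATA1, KLF1, SPI1, HBE1 and HBZ in CPM (log axis, with 0.1 added) in the 8 groups, with markers for replicates and a bar at each group mean. HBE1 falls with LSDi at d6 from a mean of 512 to 12.7 CPM in SOX-RUNX and from 1720 to 23.3 CPM in RUNX1-KO.

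In total 13 gene lists were tested in 17 contrasts with camera, and 66 of 221 tests were called. The setting that moved this number most was an estimated correlation between genes, under which 0 of the 66 remained, with or without the block. Under fry 4 remained: blood surface, erythroid and globin genes in RUNX1-KO at d6 with LSDi (fry adjusted p 0.0378, 0.0224 and 0.0224), and globins from d4 to d6 in untreated RUNX1-KO (0.0378). With the block within day, fry kept 16 of 17 camera calls for LSDi, 1 of 6 for the lines and 5 of 21 for the interactions. With the block by number it kept 11 of 22 between days. In none of the called lists did the sign of the median change under 4 other scalings, and 65 or 66 of the calls were kept.

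With LSDi at d6, erythroid genes had medians of -1.55 in SOX-RUNX and -2.64 in RUNX1-KO with 0 of 18 genes higher in either (camera adjusted p 2.53e-07 and 1.69e-13), with 0 and 8 genes called over all genes, 7 and 15 when adjusted over the list alone and 14 and 15 with the block within day. Globins were also called in both lines (camera adjusted p 2.53e-07 and 1.34e-10), as were blood transcription factors (0.0032 and 0.000603) and blood surface genes (0.000318 and 6.97e-05). The megakaryocyte medians were -0.50 and -0.72 (camera adjusted p 0.0487 and 0.0078), with 0 and 1 of 14 genes called over all genes, 3 and 5 when adjusted over the list alone and 7 and 9 with the block. The myeloid median was -1.05 in SOX-RUNX (camera adjusted p 0.00421) and -0.44 in RUNX1-KO, where the list was not called, with 1 and 0 of 14 genes called over all genes, 4 and 2 when adjusted over the list alone and 8 and 5 with the block. The blood genes singled out as changed in RUNX1-KO at d6, which do not stand for all genes that changed there, were called in SOX-RUNX (camera adjusted p 0.00169), with a median of -3.43, or -2.79 with genes at the floor of 3 counts set to their bound. HOXA genes were called in RUNX1-KO (median 1.37, camera adjusted p 0.0156), with 1 of 7 called over all genes, 2 when adjusted over the list alone and 4 with the block. In SOX-RUNX fry with the block within day called HOXA genes with LSDi at d4 and d6 (fry adjusted p 0.0428 and 0.0298), where camera did not. HOXB genes were called in SOX-RUNX (median 0.54, camera adjusted p 0.0394) with 0 of 10 called either way and 3 with the block, and this was the LSDi call that fry with the block did not keep (0.0502). With the block within day, camera also called, with LSDi, blood transcription factors and globins at d4 in SOX-RUNX (camera adjusted p 0.00552 and 0.0014) and in RUNX1-KO (0.00292 and 0.00134), erythroid genes at d4 in RUNX1-KO (0.0117), primitive streak genes at d6 in SOX-RUNX (0.0199), and endothelial and HOXB genes at d6 in RUNX1-KO (0.000174 and 0.0368).

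Primitive streak genes were higher with LSDi, with medians of 1.24 in SOX-RUNX and 1.12 in RUNX1-KO at d4 (camera adjusted p 0.023 and 0.0215) and of 1.36 and 1.59 at d6, where the second was called (0.03). Of 7 genes, 1 was called over all genes in each of the 4 contrasts, 1, 1, 1 and 2 when adjusted over the list alone and 4, 4, 3 and 3 with the block within day. The 18 endothelial genes gave 0 calls in the LSDi and line contrasts both over all genes and when adjusted over the list alone, and LSDi medians of -0.17 in SOX-RUNX and -0.51 in RUNX1-KO at d6. With the block LSDi gave 6 and 2 calls among them in SOX-RUNX at d4 and d6 and 6 and 10 in RUNX1-KO, and the lines 0. Neuronal genes were called by camera in no contrast without a block. Fry with the block within day called them as higher with LSDi at d4 (fry adjusted p 0.0428 in SOX-RUNX and 0.00105 in RUNX1-KO). At d6 fry did not (0.236 and 0.155). In the fit with no block the d4 median was -0.11 in SOX-RUNX, with 13 genes higher and 15 lower. In RUNX1-KO it was 0.08, with 16 higher and 12 lower. The calls at d4 therefore do not show a rise of the list as a whole. Of 28, LSDi gave 1 call over all genes in each contrast, 2, 2, 2 and 3 when adjusted over the list alone, and 8 and 11 in SOX-RUNX at d4 and d6 and 7 and 11 in RUNX1-KO with the block. Cell cycle genes gave 0 of 20 calls with LSDi, both over all genes and when adjusted over the list alone, and 1 in each line at d6 with the block.

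Between the lines, camera called erythroid genes in untreated cells at d6 with a median of 0.70, 16 of 18 higher in RUNX1-KO (adjusted p 1.01e-08), globins (0.000126), megakaryocyte genes with a median of 0.36 (0.0487), myeloid genes with a median of -0.56, 0 of 14 higher (4.39e-07), and cell cycle genes with a median of -0.20, 0 of 20 higher (0.000525). Myeloid genes were also called at d4 (camera adjusted p 0.0182, or 0.0587 with the block within day). With that block camera also called erythroid and primitive streak genes in untreated cells at d4 (0.00167 and 0.04), endothelial and HOXA genes in untreated cells at d6 (0.000227 and 0.0182), neuronal and primitive streak genes with LSDi at d4 (0.0368 and 0.00534) and endothelial and megakaryocyte genes with LSDi at d6 (0.0251 and 0.0163). Only the globin call was kept by fry with the block (adjusted p 0.0254). When adjusted over the list alone, 2 erythroid and 2 myeloid genes were called in untreated cells at d6, with 0 over all genes, and 2 and 1 with the block.

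The comparison of d6 with d4 describes the change over differentiation in each line and treatment. It gave 638 genes in untreated SOX-RUNX (481 higher, 157 lower), 649 in SOX-RUNX with LSDi (464 and 185), 1335 in untreated RUNX1-KO (900 and 435) and 1153 in RUNX1-KO with LSDi (703 and 450). In SOX-RUNX untreated and with LSDi and in untreated RUNX1-KO these counts moved most in a fit of only the groups compared, which called 34, 0 and 174 genes, and in RUNX1-KO with LSDi at an adjusted p under 0.01, to 188. Leaving out 1 library lowered them to 196 (without d4 replicate 2) and 150 (without d6 replicate 1) in SOX-RUNX and to 428 (without d4 replicate 2) and 289 (without d6 replicate 1) in RUNX1-KO, each untreated and with LSDi. The numbers paired libraries at most weakly between days (median r 0.19). With no block 75.4 and 71.5% of the genes called were higher in SOX-RUNX, untreated and with LSDi, and 67.4 and 61% in RUNX1-KO. The block by number gave 60.5, 59.6, 57 and 56.4% in the same order. Globins rose in untreated cells, with a median of 4.71 in SOX-RUNX and 6.06 in RUNX1-KO (camera adjusted p 6e-05 and 1.95e-06), higher in 8 of 8 genes. Endothelial genes rose as well, by medians of 0.98 and 1.23 (camera adjusted p 0.0032 and 0.000358), in 15 and 16 of 18 genes. Cell cycle genes fell, with medians of -0.45 and -0.74 (camera adjusted p 0.000136 and 5.51e-08). Fry with the block by number kept the globin calls in both lines (fry adjusted p 0.000528 and 0.000167). It kept neither endothelial call (0.161 and 0.0644), and cell cycle genes in RUNX1-KO alone (0.0254, against 0.184 in SOX-RUNX). The total globin share of counts at d4 reached 0.0178% in SOX-RUNX and 0.0253% in RUNX1-KO in untreated replicate 1 and was at most 0.00151% in the other untreated libraries of d4. At d6 it was 0.178, 0.062 and 0.0219% in untreated SOX-RUNX and 0.419, 0.145 and 0.133% in RUNX1-KO.

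Whether an effect itself differed was tested by interactions. Line and LSDi gave 0 genes at d4 (25 at an unadjusted p under 0.05) and 0 at d6 (85). Day and LSDi gave 0 genes in SOX-RUNX (503) and 0 in RUNX1-KO (502), and day and line gave 0 in untreated cells (82). The alternative that moved these most was the block within day, chosen after the data were seen, which called 170 genes for day and LSDi in SOX-RUNX (94 higher, 76 lower) and 150 in RUNX1-KO (97 and 53), and 0 in the other interactions. No gene was therefore shown to respond to LSDi differently in the 2 lines.

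Effects were also compared across genes, which are not independent replicates. The LSDi effect in SOX-RUNX and that in RUNX1-KO had a Pearson r of 0.888 at d4 and 0.872 at d6 over 17142 genes, against -0.0299 to 0.0326 and -0.0377 to 0.0354 in simulations of unchanged groups. The alternative that moved these most was Spearman's rho at d6, at 0.786. Genes called in both lines numbered 254 at d4 and 302 at d6, with the same direction in 254 and 302. Simulated libraries were independent, whereas same-numbered libraries of a day deviated together, so part of r comes from shared experiments.

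The LSDi effect and the RUNX1-KO effect in SOX-RUNX, compared to ask whether both act on the same genes, had an r of 0.295 at d4 and 0.261 at d6. Both contrasts use the untreated SOX-RUNX libraries, and simulations of unchanged groups with those shared libraries gave 0.471 to 0.52 and 0.48 to 0.532. The observed values lay below the whole simulated range, so these simulations, which drew libraries independently, do not describe the data, and whether the r exceeds what shared controls produce was not settled. With the RUNX1-KO effect of the other day, which shares no library and was chosen after the data were seen, r was 0.0653 and 0.0938, against -0.0277 to 0.0306 and -0.0423 to 0.0306. At an unadjusted p under 0.05, 17 genes changed in both contrasts at d4, 13 of them in the same direction, and 127 at d6, 110 in the same direction, but shared controls alone raise this agreement. With the RUNX1-KO effect of the other day 28 of 53 and 8 of 11 moved in the same direction. At each day 0 genes were called in both.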

Values the study reported

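The study reported 17 differentially expressed genes at d6 between SOX-RUNX and RUNX1-KO, of which 10 were lower and 7 were higher in RUNX1-KO.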

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

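Of the tests of correlation within a list, those with the block within day were chosen only after these results were seen. Those with no block were chosen before the data were examined. Of the 13 gene lists, each tested in the 5 interactions, 21 of 65 tests found an effect that differed between lines or days by camera after Benjamini-Hochberg adjustment. No single gene was called in any interaction by limma-voom with no block (25 to 503 genes at an unadjusted p under 0.05), while the DESeq2 Wald test called 6 and 4 for day and LSDi in SOX-RUNX and RUNX1-KO and voom with quality weights 5 in RUNX1-KO. The block within day, chosen after the data were seen, called 170 and 150 genes for day and LSDi in SOX-RUNX and RUNX1-KO.

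Of these results, 10 concerned day and LSDi, where a negative median means that LSDi lowered the list more at d6 than at d4. In SOX-RUNX the lists were erythroid genes (camera adjusted p 4.39e-07, median -1.04, 0 of 18 genes positive), blood surface genes (0.0032, -2.44, 0 of 5), genes changed in RUNX1-KO at d6 (0.00417, -2.54, 0 of 7), myeloid genes (0.000475, -0.87, 2 of 14) and globins (0.0161, -2.52, 0 of 8), with HOXB genes in the other direction (0.0133, 0.59, 9 of 10). In RUNX1-KO they were erythroid genes (camera adjusted p 9.28e-12, median -1.46, 0 of 18 genes positive), blood surface genes (0.00091, -2.68, 0 of 5), globins (0.000639, -3.64, 0 of 8) and, in the other direction, HOXB genes (0.00411, 0.53, 9 of 10). At d4 with LSDi, 5 of the 8 globins had at most 3 counts in every library of a group, so a further fall could not be seen there and the globin medians of these interactions are not bounds.

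For line and LSDi at d6, a positive median means a higher LSDi effect in RUNX1-KO. The lists were erythroid genes (camera adjusted p 7.23e-05, median -0.86, 2 of 18 genes positive), endothelial genes (0.0302, -0.31, 1 of 18), myeloid genes (0.000286, 0.48, 11 of 14), genes changed in RUNX1-KO at d6 (0.000867, 1.67, 4 of 7) and cell cycle genes (0.0251, 0.14, 19 of 20). At d4 it was erythroid genes alone (camera adjusted p 0.0394, median -0.38, 3 of 18 genes positive). For day and line in untreated cells, where a positive median means a higher RUNX1-KO effect at d6, they were cell cycle genes (camera adjusted p 3.98e-05, median -0.22, 0 of 20 genes positive), erythroid genes (0.000792, 0.33, 16 of 18), genes changed in RUNX1-KO at d6 (0.0167, -1.55, 3 of 7), megakaryocyte genes (0.0177, 0.56, 13 of 14) and myeloid genes (0.0215, -0.44, 3 of 14).

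All 21 lists kept their call under each of 4 other scalings, which decides nothing about the scaling between libraries, since camera compares a list with the other genes and so removes a shift of all genes. Correlation between the genes of a list is a candidate explanation for 16 of the 21, which lost their call in fry with the block within day, a test that allows for such correlation. These include all 11 that concern the lines. In camera with the block within day, megakaryocyte genes lost their call for day and line (adjusted p 0.0539). That fit also called lists that are not called without a block: globins and HOXA genes for line and LSDi at d6 (adjusted p 0.0135 and 0.00865), blood transcription factors for day and LSDi in SOX-RUNX (3.12e-05), blood transcription factors, endothelial and HOXA genes for day and LSDi in RUNX1-KO (0.00086, 0.00595 and 0.0472) and endothelial genes for day and line (0.00349). For the other 5 it cannot be told apart from a difference of the lists: they kept the call in that test, with a largest adjusted p of 0.044, but 0 of the 21 kept it in fry with no block or in camera with an estimated correlation, and 0 with that correlation and the block (smallest adjusted p 0.231). They are erythroid genes, blood surface genes and genes changed in RUNX1-KO at d6 for day and LSDi in SOX-RUNX (fry adjusted p 0.044, 0.0099 and 0.0428) and erythroid and blood surface genes for the same interaction in RUNX1-KO (fry adjusted p 0.0298 and 0.0254).

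A biological reading that the design allows is that LSDi lowers red cell genes more at d6 because blood cells form between d4 and d6 in untreated cultures, and it stays untested here, since the 5 lists kept in fry with the block (largest adjusted p 0.044) were not kept by the tests with an estimated correlation. The lists of the study were chosen on these libraries, the genes changed in RUNX1-KO at d6 are only the blood genes that it singled out, and unsorted cells may differ in the share of blood cells as well as in expression within them, which bulk counts do not separate.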

How the results depend on the processing

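Counts of called genes depended on the tool, and the causes were not tested unless given below. The DESeq2 Wald test called more: 753 and 1072 genes with LSDi in SOX-RUNX at d4 and d6, 717 and 1155 in RUNX1-KO, 3 and 14 between the untreated lines at d4 and d6, 4 and 2 with LSDi, 1650 and 1585 from d4 to d6 in SOX-RUNX untreated and with LSDi, 2196 and 2135 in RUNX1-KO, and 6 and 4 for day and LSDi in SOX-RUNX and RUNX1-KO. Voom with quality weights, in the same order, called 181, 2983, 725 and 4391 genes with LSDi, 34 and 6 between the lines at d6 untreated and with LSDi, 1020, 2055, 4740 and 4474 between days and 5 for day and LSDi in RUNX1-KO. The edgeR quasi-likelihood test called 2 genes between the untreated lines at d6 and kept every other count within 1.5 times.

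Scaling changed few counts and a high filter changed more. DESeq2 size factors and filterByExpr kept every count of genes within 1.5 times, as did TMM without the globin genes where it was run. Upper quartile and library size scaling each called 2 genes between the lines with LSDi at d6, and no filter called 416 from d4 to d6 in untreated SOX-RUNX. At least 10 CPM left 265, 205, 175 and 304 genes with LSDi, as fewer genes were tested. Stricter thresholds lowered counts by construction: an adjusted p under 0.01 gave 149, 126, 124 and 181 genes with LSDi and 151, 119, 355 and 188 between days, and an absolute log2 fold change of at least 1 gave 372, 356, 728 and 574 between days. A fit of only the groups compared, filtered on those groups, has fewer libraries to estimate the spread, and called 2, 176 and 3 genes with LSDi in SOX-RUNX at d4 and d6 and RUNX1-KO at d4, 0 between the lines with LSDi at d4 (H19 lost) and 34, 0, 174 and 465 between days.

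The replicate numbers paired libraries within a day. A block by number called 1593, 1645, 1329 and 2029 genes with LSDi, 3, 13 and 2 between the lines (untreated d4, untreated d6, LSDi d6), 2554, 2881, 3350 and 3314 between days and 2 and 1 for day and LSDi in SOX-RUNX and RUNX1-KO. The block within day called 3389, 3411, 2802 and 3905 with LSDi, 3, 62 and 5 between the lines and, added after the data were seen, 170 and 150 for day and LSDi. Every gene called with LSDi or between the lines was also called with the block by number. For the counts of the line contrast with LSDi at d4 and of the other interactions the blocks changed nothing.

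Leaving out 1 library at a time moved most counts. LSDi counts ran from 180 (without d4 SOX-RUNX replicate 3) to 354 (without d4 SOX-RUNX LSDi replicate 1) in SOX-RUNX at d4, from 130 (without d6 SOX-RUNX LSDi replicate 2) to 412 (without its replicate 3) at d6, from 90 (without d4 RUNX1-KO replicate 3) to 285 in RUNX1-KO at d4 and from 214 (without d6 RUNX1-KO replicate 1) to 368 at d6. The untreated lines at d6 gave from 1 to 12 genes (12 without d6 SOX-RUNX replicate 3), and the other line contrasts 1 each time. From d4 to d6 the counts ran from 196 (without d4 replicate 2) to 960 (without d6 replicate 2) in untreated SOX-RUNX, from 150 (without d6 replicate 1) to 623 in SOX-RUNX with LSDi, from 428 (without d4 replicate 2) to 1521 in untreated RUNX1-KO and from 289 (without d6 replicate 1) to 953 in RUNX1-KO with LSDi. Interactions stayed at 0.

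Directions reversed for a few genes with 1 library left out. These fits had no block and kept the same-numbered partner of the library left out, so differences between experiments could enter them. MIXL1 with LSDi at d4 ran from -0.47 (without untreated replicate 1) to 3.07 in SOX-RUNX and from -0.02 (without untreated replicate 1) to 2.56 in RUNX1-KO. GFI1 with LSDi in SOX-RUNX at d6 ran from -1.88 to 0.07 (without untreated replicate 2). RUNX1 between the untreated lines at d4 ran from -0.98 to 0.06 (without SOX-RUNX replicate 1). HBG2 between the untreated lines at d6 ran from -0.26 (without SOX-RUNX replicate 3; -0.07 without RUNX1-KO replicate 1) to 1.35. Other gene results with an alternative numbered 195 that became called, 139 that lost a call and 1871 that changed neither call nor direction. H19 kept its call in 21 of 21 alternatives in 3 of the 4 line contrasts and in 20 of 21 with LSDi at d4.

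Of the 66 gene list calls, fry kept 4 and an estimated correlation 0, with or without the block within day, and the blocks in camera kept 64 (by number) and 63 (within day, with the block by number for contrasts between days). An estimated correlation from 16 residual degrees of freedom carries the differences between experiments, though the cause of the loss was not tested. The r of the LSDi effect with the RUNX1-KO effect lay below its simulated range when both used the same SOX-RUNX libraries and above it with the RUNX1-KO effect of the other day (0.0653 at d4 and 0.0938 at d6). The globin ratios ran from 0.34 to 0.447 (HBZ) and from 2.51 to 3.08 (HBE1) with 1 library left out, and HBG2 alone gave 2.87 for the latter. Depth limits genes with few counts, such as 5 of the 8 globins at d4 with LSDi, where at most 3 counts in every library leave a further fall unmeasurable.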

Other observations

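The tests of H19 other than that of its neighbours, and the test of depth for the globins at d4, were chosen only after the result was seen.

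H19 was the only gene called between the lines in the limma-voom fit of all libraries with TMM scaling and no block or weights, while other scalings called up to 2 genes and other tools without a block up to 34 in a setting. It had a log2 fold change of -6.62 to -7.81 in the 4 settings. Fewer blood cells in RUNX1-KO was argued against, since H19 was also lower with LSDi at d6 (-7.23), where blood genes were low in both lines. Loss of a chromosome segment was argued against by 20 nearby tested genes, ordered by a GRCh38 annotation. Their median log2 fold change in untreated cells at d6 was -0.06. IGF2 was not among these 20 genes, and it was higher rather than lower in RUNX1-KO. A change at most imprinted genes was argued against by 26 others, whose median absolute log2 fold change was at most 0.10 in the 4 line contrasts, and of which 0 lay beyond 0.5 in one direction in all 4, where IGF2 did with at least 0.71. The lowest IGF2 values over the alternatives were 0.27 and 0.33 in untreated cells at d4 and d6. With LSDi they were 0.18 and 0.67. A change at a few of the other imprinted genes stays open. A mislabelled or mixed library was argued against as well, since the lowest SOX-RUNX library held 24.8 times the H19 CPM of the highest RUNX1-KO library. A difference between clones other than RUNX1 and an effect of RUNX1 itself cannot be told apart with 1 RUNX1-KO line. One hypothesis is a change of the imprinted state of the H19 and IGF2 region in 1 clone, where IGF2, higher in 12 of 12 pairs though not called, may move in the opposite direction.

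More genes were higher than lower with LSDi, 73.2 to 87.4% of those called. The scaling between libraries was argued against, with 72 to 87.4% under 4 other scalings. Genes with low counts were argued against with 71.7 to 88% at 10 CPM, and gene length with 68 to 89.7% in each of 3 classes of gene length. The share of higher genes was 56.3 to 63.7% with the block within day and 52.8 to 87.3% with voom and quality weights. It was smaller where more genes were called. The excess in number was not confined to the genes with the strongest evidence. In SOX-RUNX at d4, 2092 genes were higher and 1297 lower with the block within day, against 341 and 57 without. A loss of repression after inhibition of LSD1 is a possible explanation that the design does not test.

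LSDi may hold cultures at an earlier stage. Across genes, the LSDi effect in SOX-RUNX had an r of -0.175 at d4 and -0.295 at d6 with the change from d4 to d6 in untreated RUNX1-KO, libraries it does not share, against simulated ranges of -0.0274 to 0.0374 and -0.0424 to 0.0275. The simulations took libraries as independent, and since same-numbered libraries of a day deviate together, shared experiments at d6 could contribute to the second value. The genes that rose with LSDi at d4 argue against delay as their source: 46.6% (159 of 341) in SOX-RUNX were lower at d6 than at d4 in untreated RUNX1-KO, against 49.3% of all tested genes. Of the genes changed at an unadjusted p under 0.05 in both contrasts, 325 of 645 moved with the day change for LSDi at d4 and 247 of 774 for LSDi at d6, so most of the latter moved against it. A delay is thus consistent with part of the LSDi effect and not with most genes that rose at d4, and genes that rose at d6 were not examined separately.

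Replicate 1 at d4 had more globin RNA than the other experiments, 0.0178% of counts in untreated SOX-RUNX and 0.0253% in RUNX1-KO. Sequencing depth was argued against, since the RUNX1-KO library with 0.0253% held 16003298 counts, near the median. Experiments harvested at different stages are a candidate explanation: the deviation of replicate 1 from the d4 means had an r of 0.465 with the change from d4 to d6 in untreated RUNX1-KO, against -0.41 for replicate 2 and -0.0437 for replicate 3. The 3 deviations sum to 0, so these values are not independent. No biological explanation was tested.

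Gain or loss of a chromosome in one line was argued against by the medians of chromosomes. Of 24 chromosomes, mitochondrial genome included, 0 had a median log2 fold change beyond 0.3 in one direction in all 4 line contrasts. The largest was 0.007. The same held for segments, with 0 of 270 windows of 100 neighbouring genes and a largest of 0.024. These tests cannot see a change in few cells or of a few genes.

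Other splits of the same libraries were tested in fits of those libraries alone, with the genes kept by the filter over all 24 libraries, where 3 against 3 gives 10 splits and the smallest share is 0.1. As many genes as in the real split were called in 1 of the 10 splits for each of the 4 LSDi contrasts, for the untreated lines at d4 and d6, for the lines with LSDi at d6 and for the days in RUNX1-KO untreated and with LSDi. It was 10 of 10 for the lines with LSDi at d4 and for both day contrasts in SOX-RUNX, where the real split called 0 genes. Of the 4 splits that part all 3 pairs, the real one alone called a gene in the LSDi contrasts and in the line contrasts except with LSDi at d4. For gene lists, as many were called in 9, 4, 8 and 2 of 10 splits for LSDi (SOX-RUNX d4 and d6, RUNX1-KO d4 and d6), in 7, 5, 10 and 6 for the lines (untreated d4 and d6, LSDi d4 and d6) and in 3, 3, 3 and 8 for the days (SOX-RUNX untreated and LSDi, RUNX1-KO untreated and LSDi), so camera calls are common between arbitrary groups of these libraries. For each of the 5 interactions, 25 of 25 splits gave as many genes, since the real one gave 0 (25 to 503 at an unadjusted p under 0.05).

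Between the untreated lines at d6, 1 gene was called here, or 62 with the block within day. The first is lower and the second higher than the number quoted from the study above. Nearer to it were the DESeq2 Wald test with 14 genes, the block by number with 13 and the fit without d6 SOX-RUNX replicate 3 with 12. Among the blood genes the study singled out, PLEK was called in 5 of 20 alternatives, GCSAML in 6 of 20 and HDC in 3 of 21. SLC4A1 was called in 3 of 20, and TSPAN33, HBA2 and HEMGN in 2 of 20 each. How many of the study's genes each of these fits called was not counted.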
